A study of Mus musculus with 8 samples. Its data were reported in "Breast cancer plasticity is restricted by a LATS1-NCOR1 repressive axis" (2022).

How the data were processed

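Bulk RNA-seq libraries were made from cell lines derived from mammary tumors of mice that carry the polyoma middle T oncogene under the MMTV promoter (PyMT). The cells were wild type (WT) or carried a conditional deletion of Lats1 (Lats1-CKO), and each genotype was sorted by flow cytometry into a luminal population (high EpCAM, high CD49f) and a basal-like population (low EpCAM, high CD49f). The study states that the sorted populations were grown briefly before RNA-seq, for a time that was not given, and the labels do not mention it. MARS-seq, a method that barcodes RNA at reverse transcription and reads the 3' ends of transcripts, gave 8 libraries in 4 groups of 2. Groups were taken from the sample labels. Replicate numbers follow the order of the samples. The labels give no pairing of libraries, and none was modeled. The labels do not say whether the replicates of a group came from separate cultures or cell lines, so the p-values measure only the spread between these samples.

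The authors trimmed reads with cutadapt, aligned them to mm10 with STAR and counted reads per Gencode gene with htseq-count in union mode, after extending each gene by 1000 bases at its 5' edge and 100 bases at its 3' edge. The Gencode version, the strand setting of the counting, the versions of cutadapt, HTSeq and DESeq2 and any use of molecular identifiers were not stated. Genes with fewer than 5 reads in every library were not analyzed by the authors, and the lowest maximum in the table was 6 reads. The deposited expression values are a signal per gene and library, the read count divided by the DESeq2 size factor of the library, which the authors computed over the 8 libraries. The deposited table also holds log2 fold changes from DESeq2 for 6 pairs of groups, first named group over the second, as the authors computed them. Each of the 6 has a raw and an adjusted p-value in the deposited table. The log2 fold changes and p-values of that table were used only where named. Although the methods state that DESeq2 was run with its prior on fold changes, the log2 fold changes of the deposited table followed DESeq2 without that prior, with a median difference of at most 0.000357 against at least 0.0625 with it. Counts at the study's threshold from the deposited table therefore rest on other fold changes than those from DESeq2 with the settings of the study.

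The table held 10924 genes, with no duplicated symbol and no row without a gene name. Each library's values were whole multiples of the value of 1 read, within a tolerance of 1e-06, for 100% of genes, so that read counts could be recovered. The library totals ran from 1070358 to 2334446 reads. Because a library is read by PCR and molecular identifiers were not stated, intervals and floors cover counting error only. Of the 10924 symbols, 10759 were found in GENCODE M21, from which coordinates on GRCm38 (mm10) were taken, and 165 were not.

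The design fixed before the data were examined assumed raw counts and an edgeR test. Since the deposited unit was a normalized signal, the main test was limma 3.58.1 (R 4.3.3) with an intensity trend on log2(value + 1), for genes with a value of at least 10 in at least 2 libraries. This kept 9031 genes and left out 1893. All 8 libraries entered 1 model with a coefficient per group (4 residual degrees of freedom), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in a comparison. The 5 comparisons were WT basal-like against WT luminal, Lats1-CKO luminal against WT luminal, Lats1-CKO basal-like against WT basal-like, Lats1-CKO basal-like against Lats1-CKO luminal, and the interaction, which is the population difference in Lats1-CKO cells minus that in WT cells. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Where a group had 0 reads the fold was computed against a floor of 3 reads over the group, and with 1 to 3 reads a ratio of reads with its 95% exact counting interval was given. Values are normalized read counts as mean ± SD with n = 2, and fold changes carry their standard error (SE).

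Gene lists, 27 in number, were written before the data were examined, and 21 had the minimum of 5 tested genes. They were tested with limma's camera (two-sided, preset correlation between genes of 0.01, adjusted over the lists of a comparison). Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance in 1 direction, were run beside it. No list was called with an estimated correlation in any of the 5 comparisons, where the lowest adjusted p was 0.0983, 0.0533, 0.0537, 0.0526 and 0.122 in the order given above. A pair of lists, of cartilage and of keratinocyte genes, was added after the values had been seen and was not tested.

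Genes were named by a rule fixed before the data were examined. It took, among others, Lats1, Lats2, Epcam, Itga6, Krt8, Krt18, Krt5, Krt14, Esr1, Ncor1, Hdac1 and the genes that the study assayed as NCOR1-repressed, whatever their result. It added the 10 called genes with the highest and the 10 with the lowest fold change whose groups did not overlap and whose higher group reached 20 CPM, up to 4 called members of each list, and the 10 genes with the smallest adjusted p for the interaction. Members of a list may also be given as not called. Esr1 was not in the table. Of 51 genes taken by the rule, 11 overlap another measured gene once extended as by the authors, and their counts are uncertain since the strand setting was not stated. Among those named below these are Atg9b, Ccna2, Cldn3, Crb3, Dnm1, Hdac1, Lsr, Ncor1, Prss8 and Sgce.

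The scripts were tested on simulated data, with 10 simulations per comparison and 200 genes changed in each. In the WT comparison limma recovered 51.7% of 8-fold, 12.2% of 4-fold and 0.299% of 2-fold changes. For 8-fold changes the share was 56.1% for Lats1-CKO luminal against WT luminal, 47.0% for Lats1-CKO basal-like against WT basal-like and 47.3% for Lats1-CKO basal-like against Lats1-CKO luminal. With the 30 epithelial junction and splicing genes lowered 4-fold in simulated Lats1-CKO basal-like libraries, camera called that list and 0 of 20 others. False calls made up 9.57%, 7.94%, 6.62% and 5.52% of all calls in the same order. For overlaps between comparisons, and for the scale set by the WT populations, unchanged groups were simulated 100 times. Placing each WT library on that scale made without it, and its simulation, were chosen after the data had been seen.

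The alternatives were TMM scaling, no filter on low values, robust variance estimation, only the groups compared, DESeq2 1.42.0 on the recovered reads with its default settings or with those of the study (also at the study's threshold of raw p under 0.05 and fold change above 1.5), each library left out in turn, and, for lists, an estimated correlation and fry. The filter of the study leaves every gene in the table and so equals no filter. After the data had been seen, pseudocounts of 0.5 and 5 were added, and an edgeR 4.0.16 quasi-likelihood test on the recovered reads. That test had been the main one of the fixed design. The edgeR test called 0, 0, 17, 32 and 0 genes in the 5 comparisons.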

Results

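The transcriptomes of luminal and basal-like cells sorted from WT and Lats1-CKO PyMT tumor-derived lines, and grown briefly after the sort, were measured by MARS-seq. Each of the 4 groups (luminal and basal-like cells of either genotype) held 2 libraries. The table summed to 1070358 and 2334446 reads in the WT luminal libraries, 1961501 and 1879429 in WT basal-like, 1519652 and 1489125 in Lats1-CKO luminal, and 1128766 and 1312264 in Lats1-CKO basal-like. A normalized count of 1 read lay between 0.638 and 1.35 across the libraries. Pearson's r between the libraries of a group, across genes, which are not independent replicates, was 0.892 for WT luminal, 0.886 for WT basal-like, 0.863 for Lats1-CKO luminal and 0.792 for Lats1-CKO basal-like. WT luminal replicate 2 and WT basal-like replicate 1, of different groups, had r = 0.942, above that of either with its own group.

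Lats1 (chromosome 10, 7681214 to 7716460, plus strand), the Hippo pathway kinase that was deleted, was examined first. Its normalized read count was 41.9 and 62.5 in WT luminal, 30.3 and 42.2 in WT basal-like, 13.4 and 9.08 in Lats1-CKO luminal, and 8.04 and 11.6 in Lats1-CKO basal-like. The mean over the 4 Lats1-CKO libraries was 10.6 ± 2.45 (SD, n = 4) against 44.2 ± 13.4 (SD, n = 4) in WT, or 23.9% of WT. Every Lats1-CKO library lay below every WT library (two-sided exact permutation test over 70 splits, p = 0.0286). That is the lowest p that 70 splits allow. The test takes the luminal and basal-like libraries of a genotype as independent, which the labels do not state. Lats1 was not called by limma in either genotype comparison, with a log2 fold change of -2.11 ± 0.45 (SE) in luminal cells (adjusted p = 0.9998) and -1.78 ± 0.45 in basal-like cells (adjusted p = 0.264). The labels do not state which exons were deleted, and 3' tags can lie outside them, so the count follows the genotype labels but does not measure the deletion. Lats2 (chromosome 14, 57689662 to 57758388, minus strand), its paralog, had 59.7 ± 17.5 in WT luminal, 45.6 ± 1.47 in WT basal-like, 59.3 ± 11.1 in Lats1-CKO luminal and 83.7 ± 4.82 in Lats1-CKO basal-like (SD, n = 2), and was not called in any comparison.

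**Figure D1:**
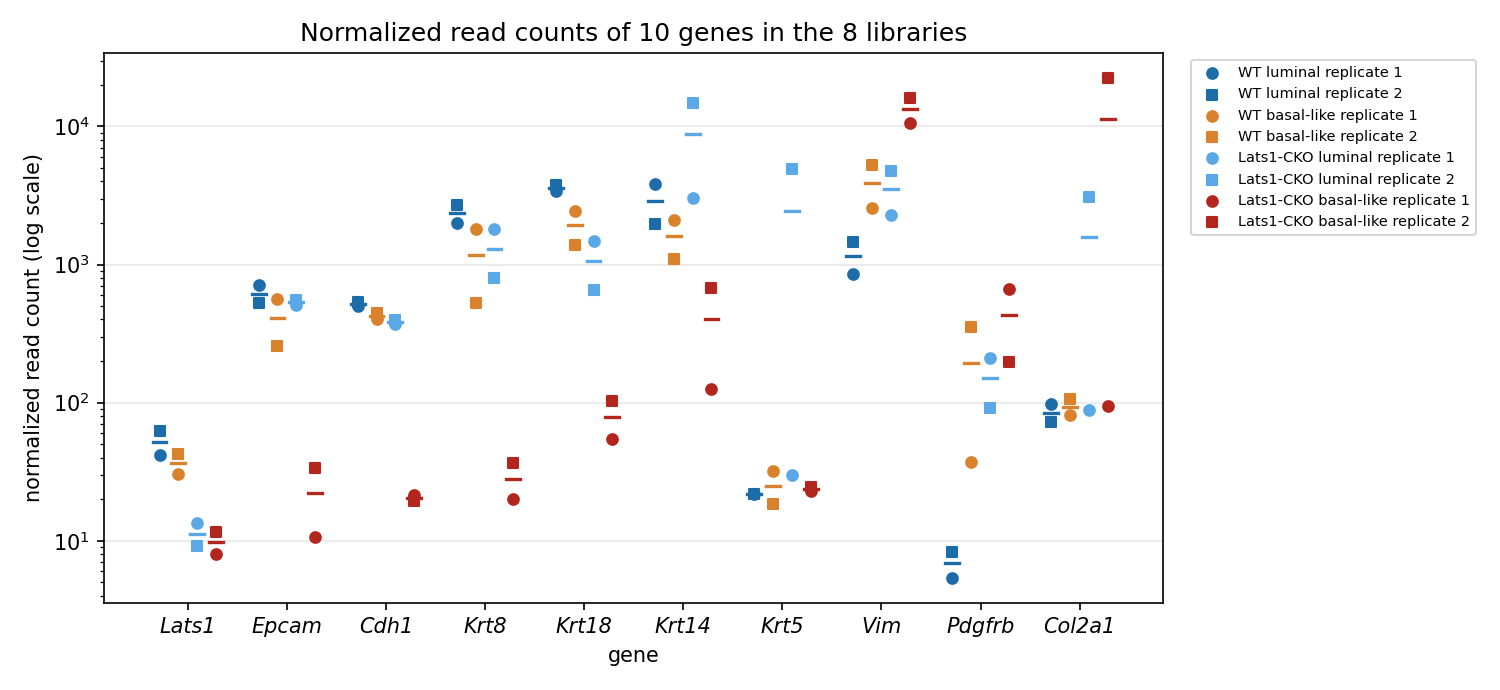
Normalized read counts (log scale) of 10 genes in each of the 8 libraries, with circles for replicate 1, squares for replicate 2 and bars for group means. Lats1 was lower in the 4 Lats1-CKO libraries, Cdh1 stood at 21.4 and 19.4 in the Lats1-CKO basal-like libraries and between 368 and 539 in the other 6, and Krt5 was 4881 in Lats1-CKO luminal replicate 2 alone.

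The comparison of WT basal-like with WT luminal cells asked what separates the sorted populations when Lats1 is intact. The cells were grown for an unstated short time between the sort and RNA-seq, so the values are not those of freshly sorted cells. The study described WT basal-like cells as returning in part to a luminal profile over passages. Of 30 genes of epithelial junctions and of epithelial splicing 29 had a negative fold change in WT basal-like cells, with a mean of -1.04 on the log2 scale, and 0 passed over all genes or adjusted over the list alone. Camera called the list (adjusted p = 3.2e-19), but the call was lost with an estimated correlation (adjusted p = 0.105) and by fry (0.299). Cdh1 (E-cadherin; chromosome 8, 106603351 to 106670246, plus strand) had 520 ± 26.6 in WT luminal and 422 ± 30.9 in WT basal-like, and Rab25, a small GTPase of apical recycling, had 388 ± 64.9 and 139 ± 60.5 (SD, n = 2). Of 14 mesenchymal genes 13 had a positive fold change, with a median of 0.69, and 1 passed adjusted over the list alone. Camera gave an adjusted p of 1.7e-05, which became adjusted p = 0.105 with an estimated correlation and 0.257 by fry. Vim, the intermediate filament vimentin, had 1158 ± 420 in WT luminal and 3902 ± 1872 in WT basal-like, and Axl, a receptor tyrosine kinase, had 228 ± 84 and 657 ± 53.7.

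The 6 tested genes that the study assayed as repressed by the corepressor NCOR1 all had a positive fold change in WT basal-like cells, with a median of 1.59 on the log2 scale. The camera adjusted p of 8.3e-08 became adjusted p = 0.0983 with an estimated correlation and 0.154 by fry. Pdgfrb, a receptor for platelet-derived growth factor, had 6.85 ± 2.04 in WT luminal and 194 ± 222 in WT basal-like, Col5a1, a fibrillar collagen chain, had 6.53 ± 1.59 and 54.6 ± 38.7, Fads1, a fatty acid desaturase, had 156 ± 48.9 and 296 ± 49.9, and Twist2, a transcription factor of mesenchymal cells, had 11.3 ± 6.96 and 53.6 ± 17.6 (SD, n = 2). Adjusted over the list alone, 2 of the 6 passed and none did over all genes. The study took genes of this kind from a database and also from genes higher in Lats1-CKO cells, and which of the 6 came from which was not known, so the count and the test are not taken as independent evidence. The markers used for the sort gave 616 ± 131 and 409 ± 217 for Epcam (chromosome 17, 87635979 to 87651129, plus strand) and 152 ± 18.3 and 161 ± 30.4 for Itga6, which encodes CD49f. The luminal keratins had 2343 ± 498 and 1170 ± 906 for Krt8 and 3566 ± 254 and 1918 ± 752 for Krt18, and the basal keratins had 21.7 ± 0.0462 and 25.1 ± 9.59 for Krt5 and 2900 ± 1314 and 1598 ± 707 for Krt14.

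By limma 0 of 9031 genes were called, with 133 at an unadjusted p under 0.05. DESeq2 called 4 genes with default settings and 1 with the settings of the study, and edgeR called 0. The authors' deposited table held 4 genes at an adjusted p under 0.05 and 167 at the study's threshold. Camera called 9 of 21 lists, and 0 were called with an estimated correlation or by fry.

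Of the other 6 lists that camera called, for which fry gave 0.303 to 0.752, 5 lost the call when a library was left out. Luminal markers were lower (median -0.96, camera adjusted p = 0.000446, and 0.105 with an estimated correlation), but camera gave 0.268 without WT luminal replicate 1 and 0.0671 without WT basal-like replicate 2. Extracellular matrix genes were higher (median 0.54, camera adjusted p = 0.0123, and 0.157 with an estimated correlation), and camera gave 0.112 without WT luminal replicate 2, 0.183 without WT basal-like replicate 1 and 0.0507 without WT basal-like replicate 2. G2/M genes (median 0.91) and S phase genes (median 0.87) were higher at 6.4e-08 each, with 0.484 for both under an estimated correlation. Camera gave 0.724 and 0.514 for them without WT luminal replicate 1, the first with its direction turned, and 0.314 and 0.255 without WT basal-like replicate 1. Cholesterol and fatty acid synthesis genes (median 0.46) were higher at 1.6e-06 (adjusted p = 0.258 with an estimated correlation), and 0.0764 without WT luminal replicate 1. Interferon-stimulated genes (median -1.70) were lower at 1.7e-08 (adjusted p = 0.357 with an estimated correlation). In WT luminal replicate 1 Isg15, an interferon-induced ubiquitin-like protein, stood at 1118 and Mki67, a proliferation marker, at 14.9, against 89.3 and 76.5 in WT luminal replicate 2.

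Lats1-CKO luminal cells were compared with WT luminal cells to ask what the loss of Lats1 changes in cells that sort as luminal. Of 22 extracellular matrix genes 17 had a positive fold change, with a median of 1.49 on the log2 scale, and 2 passed adjusted over the list alone. The camera adjusted p was 2.0e-06, with adjusted p = 0.0533 with an estimated correlation and 0.0496 by fry. Col6a2, a collagen VI chain (chromosome 10, 76595762 to 76623630, minus strand), had 8.88 ± 0.826 in WT luminal and 211 ± 133 in Lats1-CKO luminal, and Col5a1 had 6.53 ± 1.59 and 62.1 ± 23.5 (SD, n = 2). The Lats1-CKO luminal libraries also differed from each other, with the stromal chemokine Cxcl12 at 248 and 16.1 and the cartilage collagen Col2a1 at 88.3 and 3099. The NCOR1-repressed genes had a positive fold change for 6 of 6, with a median of 1.58, and 3 passed adjusted over the list alone, again not taken as independent evidence. Their camera adjusted p was 8.4e-07, with adjusted p = 0.0533 with an estimated correlation and 0.0496 by fry. Among them were Pdgfrb at 6.85 ± 2.04 and 150 ± 84.4, Fads1 at 156 ± 48.9 and 362 ± 155 and Ccna2, cyclin A2, at 18.1 ± 14.1 and 40.9 ± 3.55. Oxtr, the oxytocin receptor, had 1.67 ± 1.46 and 18.6 ± 25, most of it in Lats1-CKO luminal replicate 2. Sema6a, a semaphorin of the same list, was too low to test. Epithelial junction and splicing genes had a negative fold change for 27 of 30, with a median of -0.40 (camera adjusted p = 0.000495, and adjusted p = 0.539 with an estimated correlation and 0.668 by fry). Cdh1 had 520 ± 26.6 and 383 ± 20.6.

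Limma called 0 of 9031 genes, with 251 at an unadjusted p under 0.05, edgeR called 0, and DESeq2 called 30 with default settings and 27 with those of the study. The authors' deposited table held 25 genes at an adjusted p under 0.05 and 361 at the study's threshold. Without Lats1-CKO luminal replicate 1, limma called 2 genes. Ncor1 had 71.4 ± 5.44 in WT luminal and 71.7 ± 4.39 in Lats1-CKO luminal, and Hdac1, a histone deacetylase, had 81.7 ± 1.01 and 67.8 ± 22.6 (SD, n = 2). The log2 fold change of Ncor1 was 0.01 ± 0.28 (SE).

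Camera called 10 of 21 lists in luminal cells, and 4 without WT luminal replicate 1. None was called with an estimated correlation, and fry gave 0.586 to 0.675 for the 8 lists other than the extracellular matrix and NCOR1-repressed genes. Luminal markers, with a median of -0.87, gave 0.0018 (adjusted p = 0.194 with an estimated correlation). Without WT luminal replicate 1 these gave 0.256 and the epithelial junction and splicing genes 0.0577. Mesenchymal genes (median 0.54) gave 0.0244 (adjusted p = 0.48 with an estimated correlation), and 0.216 without WT luminal replicate 2 and 0.362 without Lats1-CKO luminal replicate 1. Fibroblast markers, with a median of 0.15 over 5 genes, were not called (camera adjusted p = 0.249), but were called higher without Lats1-CKO luminal replicate 2 (0.0355). With all libraries the fibroblast markers had an adjusted p of 0.539 with an estimated correlation.

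Basal and myoepithelial markers were higher in Lats1-CKO luminal cells, with a median log2 fold change of 1.65 over 10 genes (camera adjusted p = 0.00631, and 0.539 with an estimated correlation). Camera gave 0.995 without Lats1-CKO luminal replicate 2, with the direction turned, and 0.0874 without WT luminal replicate 1. Krt5 (chromosome 15, 101707070 to 101712898, minus strand) stood at 29.7 in Lats1-CKO luminal replicate 1 and 4881 in replicate 2, Krt6a, whose reads can be shared with Krt6b, at 53.7 and 5422, and Krt14 at 3019 and 14722. The remaining calls, of G2/M genes (median 0.78, 2.6e-05), S phase genes (median 0.57, 0.000209), interferon-stimulated genes (median -1.51, 0.000243) and NF-kB and cytokine genes (median -0.84, 0.0018), each had an adjusted p of 0.539 with an estimated correlation. Without WT luminal replicate 1 the first 3 gave 0.324, 0.927 and 0.612, the first and second with their direction turned. Without Lats1-CKO luminal replicate 2 the interferon-stimulated genes gave 0.97 and the NF-kB and cytokine genes 0.828, the latter with its direction turned, and without WT luminal replicate 2 the NF-kB and cytokine genes gave 0.0767. Adjusted over the list alone, 1 of the basal and myoepithelial markers passed, and 0 genes of the other 4 lists did.

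The same question in the basal-like population was addressed by Lats1-CKO basal-like against WT basal-like cells, where 13 of 30 epithelial junction and splicing genes fell. Cdh1 fell from 422 ± 30.9 to 20.4 ± 1.43 (SD, n = 2), a log2 fold change of -4.30 ± 0.25 (SE; limma adjusted p = 0.00251), and Epcam from 409 ± 217 to 22.2 ± 16.2 (-4.24 ± 0.57; limma adjusted p = 0.0287). The luminal keratins Krt8 (chromosome 15, 101996698 to 102004482, minus strand) and Krt18, partners in the filaments of simple epithelia, fell from 1170 ± 906 to 28.2 ± 11.4 (-5.13 ± 0.64) and from 1918 ± 752 to 79.2 ± 34.4 (-4.59 ± 0.49). The basal keratin Krt14 stood at 125 and 681 in the Lats1-CKO basal-like libraries, against 2098 and 1098 in WT basal-like. Krt14 (-2.38 ± 0.96, limma adjusted p = 0.537) and Krt5 (-0.03 ± 1.93) were not called. The tight junction protein Cldn3 fell from 1542 ± 829 to 50 ± 0.65 (-4.81 ± 0.71), and Lsr, a protein of tricellular junctions, from 450 ± 290 to 17.6 ± 11.7 (-4.59 ± 0.57). Crb3, an apical polarity protein, fell to 2 reads over both libraries from 127, a ratio of 37.9 (95% counting interval 10.3 to 317).

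Of 30 epithelial junction and splicing genes, 13 fell, 17 were not called and none rose, or 24 that fell adjusted over the list alone, and the median log2 fold change was -3.44 (camera adjusted p = 3.0e-36, and adjusted p = 0.0537 with an estimated correlation and 0.00837 by fry). Of 13 luminal markers 2 fell, Krt8 and Krt18, or 3 adjusted over the list alone, with a median of -2.49, or -2.10 with genes at 0 reads at their bound (camera adjusted p = 4.4e-06, and adjusted p = 0.0537 with an estimated correlation and 0.0283 by fry). Outside these lists, Serinc2 fell from 440 ± 15 to 9.26 ± 3.95 (-5.48 ± 0.36), the secreted protein Wfdc2 from 2741 ± 1149 to 71 ± 3.86 (-5.18 ± 0.79) and Atg9b, an autophagy protein, from 90.1 ± 34.1 to 2.63 ± 0.0638 (-4.60 ± 0.41). Ripk4, a kinase of keratinocyte differentiation, and Cblc, a ubiquitin ligase of the Cbl family, fell to 1 read each from 116 and 115, ratios of 69.3 (95% counting interval 12.2 to 2760) and 68.7 (12.1 to 2736).

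Extracellular matrix genes had a positive fold change for 21 of 22, with a median of 2.02, and 1 was called over all genes and 6 adjusted over the list alone (camera adjusted p = 1.9e-08, and adjusted p = 0.0537 with an estimated correlation and 0.00837 by fry). The called member, Col6a2, rose from 33.6 ± 26.7 to 1132 ± 737 (SD, n = 2; log2 fold change 5.11 ± 0.74 SE). The Lats1-CKO basal-like libraries differed from each other in matrix genes, with Lox, a collagen cross-linking enzyme of the list, at 1889 in replicate 1 and 44.0 in replicate 2, and, outside the list, the cartilage genes Col2a1 at 95.1 and 22433 and Acan at 29.5 and 5422. Other genes that rose included Dnm1, a dynamin (3.53 ± 1.61 to 103 ± 6.21), Sgce, a sarcoglycan (1.96 ± 0.524 to 69.3 ± 15.6), Fam129a (2.76 ± 0.601 to 87.2 ± 26.3), Pmp22, peripheral myelin protein 22 (17.4 ± 8.07 to 357 ± 36.6), Oaf (36.5 ± 9.96 to 296 ± 34.7) and Maged2 (50.4 ± 6.39 to 352 ± 130). Daam2, a formin of Wnt signaling, rose from 3 to 130 reads, a ratio of 72.6 (95% counting interval 24.3 to 356). Vim had 3902 ± 1872 and 13297 ± 3819 and was not called (limma adjusted p = 0.318).

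Limma called 50 of 9031 genes, 10 higher and 40 lower. DESeq2 called 184 with default settings (89 higher, 95 lower) and 170 with those of the study (89 higher, 81 lower). EdgeR called 17 (5 higher, 12 lower). The authors' deposited table held 171 at an adjusted p under 0.05 (83 higher, 88 lower) and 888 at the study's threshold. The split of limma toward lower genes was thus not shared by DESeq2. With only the compared groups in the model limma called 0. Each library left out moved the count by more than 1.5 times, from 0 without WT basal-like replicate 1 and 4 without WT basal-like replicate 2 to 9 without either WT luminal library, 20 without Lats1-CKO basal-like replicate 1, 25 without either Lats1-CKO luminal library and 81 without Lats1-CKO basal-like replicate 2. WT basal-like replicate 1 was closest to WT luminal replicate 2 among the libraries, and its Epcam of 562 and Vim of 2578 compare with 255 and 5225 in WT basal-like replicate 2.

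Camera called 6 lists in the basal-like comparison of genotypes, of which fry called the epithelial junction and splicing genes, luminal markers and extracellular matrix genes. Mesenchymal genes, with a median of 1.06 and 0 of 14 called over all genes or adjusted over the list alone, gave 0.00107 (adjusted p = 0.172 with an estimated correlation and 0.116 by fry), and 0.19 without Lats1-CKO basal-like replicate 1. Fibroblast markers, with a median of 1.65 over 5 tested genes, gave 0.00992 (adjusted p = 0.317 with an estimated correlation and 0.208 by fry), and 0.102 without WT basal-like replicate 1. Pdgfrb, which had 194 ± 222 and 432 ± 331, is also on the list of NCOR1-repressed genes, and 9 of 16 listed fibroblast markers were absent from the table. Ribosomal protein genes had a negative fold change for 20 of 20, with a median of -0.33 (camera adjusted p = 0.000447, and adjusted p = 0.402 with an estimated correlation and 0.167 by fry). Rps2 stood at 159 in Lats1-CKO basal-like replicate 1 against 6096 in replicate 2. The NCOR1-repressed genes had a positive fold change for 6 of 6, with a median of 1.30, but were not called (camera adjusted p = 0.0539), and 1 of 6 passed adjusted over the list alone, not taken as independent evidence. Camera called them at 0.0127 without WT basal-like replicate 2, 0.0431 without Lats1-CKO luminal replicate 1 and 0.0407 without Lats1-CKO luminal replicate 2. With all libraries the NCOR1-repressed genes had an adjusted p of 0.312 with an estimated correlation and 0.193 by fry.

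In Lats1-CKO cells the populations were compared to ask whether they differ as they do in WT. Of the genes that fell in the basal-like cells, 15 were epithelial junction and splicing genes. Cdh1 fell from 383 ± 20.6 in Lats1-CKO luminal to 20.4 ± 1.43 in Lats1-CKO basal-like (SD, n = 2; log2 fold change -4.16 ± 0.25 SE, limma adjusted p = 0.00297). Epcam, a member of that list, fell from 533 ± 30.9 to 22.2 ± 16.2 (-4.73 ± 0.57), but the populations had been sorted on it. Krt8 fell from 1297 ± 713 to 28.2 ± 11.4 (-5.41 ± 0.64) and Krt18 from 1064 ± 583 to 79.2 ± 34.4 (-3.68 ± 0.49). Krt14 stood at 3019 and 14722 in Lats1-CKO luminal and at 125 and 681 in Lats1-CKO basal-like. It was not called (-4.51 ± 0.96, limma adjusted p = 0.176). Rab25 fell from 295 ± 31.2 to 7.90 ± 0.191 (-5.05 ± 0.36) and Prss8, a membrane serine protease, from 117 ± 7.63 to 2.61 ± 1.8 (-5.13 ± 0.44). Crb3 and Bspry fell to 2 reads each from 160 and 176, ratios of 59.8 (95% counting interval 16.3 to 498) and 65.8 (17.9 to 547). Nectin4, an adhesion protein of the nectin family, was at 0 reads in Lats1-CKO basal-like against 138 and so at least 34.4-fold lower.

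Of 30 epithelial junction and splicing genes, 15 fell, 15 were not called and none rose, or 27 that fell adjusted over the list alone, with a median of -4.11, or -4.03 with genes at 0 reads at their bound (camera adjusted p = 3.1e-48, and adjusted p = 0.0526 with an estimated correlation and 0.00471 by fry). Krt8 and Krt18 were the called luminal markers, 2 of 13 over all genes and adjusted over the list alone, with a median of -2.70, or -2.28 with genes at 0 reads at their bound (camera adjusted p = 6.3e-07, and adjusted p = 0.0526 with an estimated correlation and 0.0255 by fry). Other genes that fell were Urah, from 273 ± 59.1 to 3.28 ± 0.851 (SD, n = 2), a fitted fold of 63.9 after 1 was added to each value, which understates the ratio of these means, and Arg1, arginase 1, from 202 ± 177 to 3.28 ± 0.851 (-5.24 ± 0.76). To 1 read each fell Cblc from 169, Ripk4 from 146 and Ildr1 from 131, with ratios of 126 (95% counting interval 22.4 to 5017), 109 (19.3 to 4338) and 97.9 (17.3 to 3896). Mcam, an adhesion molecule, fell from 249 ± 177 to 11.1 ± 6.25 (-4.26 ± 0.58), and Notch3, a Notch receptor, fell to 3 reads from 75, a ratio of 18.7 (6.15 to 92.6). Both were listed as pericyte markers, a list with 2 tested genes and no test. Cspg4, another measured member that the filter left out, went the other way. It had 81 reads in Lats1-CKO basal-like against 5 in Lats1-CKO luminal. Axl had 225 ± 4.48 and 676 ± 6.9 and Vim 3532 ± 1748 and 13297 ± 3819, neither of them called (limma adjusted p = 0.121 and 0.3).

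Limma called 44 of 9031 genes, 0 higher and 44 lower, with 235 higher and 426 lower at an unadjusted p under 0.05. DESeq2 called 142 with default settings (22 higher, 120 lower) and 138 with those of the study (27 higher, 111 lower). EdgeR called 32 (0 higher, 32 lower). The authors' deposited table held 132 at an adjusted p under 0.05 (18 higher in Lats1-CKO basal-like, 114 lower) and 656 at the study's threshold. The absence of higher genes thus held for limma and edgeR but not for DESeq2. With only the compared groups in the model limma called 0. The count was 9 without Lats1-CKO luminal replicate 1, 16 without Lats1-CKO luminal replicate 2, 21 without either WT luminal library, 28 without Lats1-CKO basal-like replicate 1 and 96 without Lats1-CKO basal-like replicate 2.

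Camera called 6 lists between the Lats1-CKO populations, and 11 without Lats1-CKO luminal replicate 1. Extracellular matrix genes had a median of 1.52, with 0 of 22 called over all genes or adjusted over the list alone (camera adjusted p = 3.0e-05, and adjusted p = 0.0526 with an estimated correlation and 0.0282 by fry). Mesenchymal genes had a positive fold change for 12 of 14, with a median of 1.44 (camera 4.6e-06, and adjusted p = 0.0632 with an estimated correlation and 0.0255 by fry), and 4 of 14 passed adjusted over the list alone. Basal and myoepithelial markers were lower, with a median of -2.12 (camera 0.00838, and adjusted p = 0.366 with an estimated correlation and 0.281 by fry), with 2 of 10 lower adjusted over the list alone, but gave 0.336 without Lats1-CKO luminal replicate 2, the library with high Krt5, 0.0629 without Lats1-CKO basal-like replicate 1 and 0.0715 without Lats1-CKO basal-like replicate 2. Ribosomal protein genes had a negative fold change for 19 of 20, with a median of -0.30 (camera 0.000484, and adjusted p = 0.366 with an estimated correlation and 0.231 by fry). The NCOR1-repressed genes, with a median of 0.76, were not called (camera adjusted p = 0.119), and 1 of 6 passed adjusted over the list alone, again not taken as independent evidence.

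**Figure D2:**
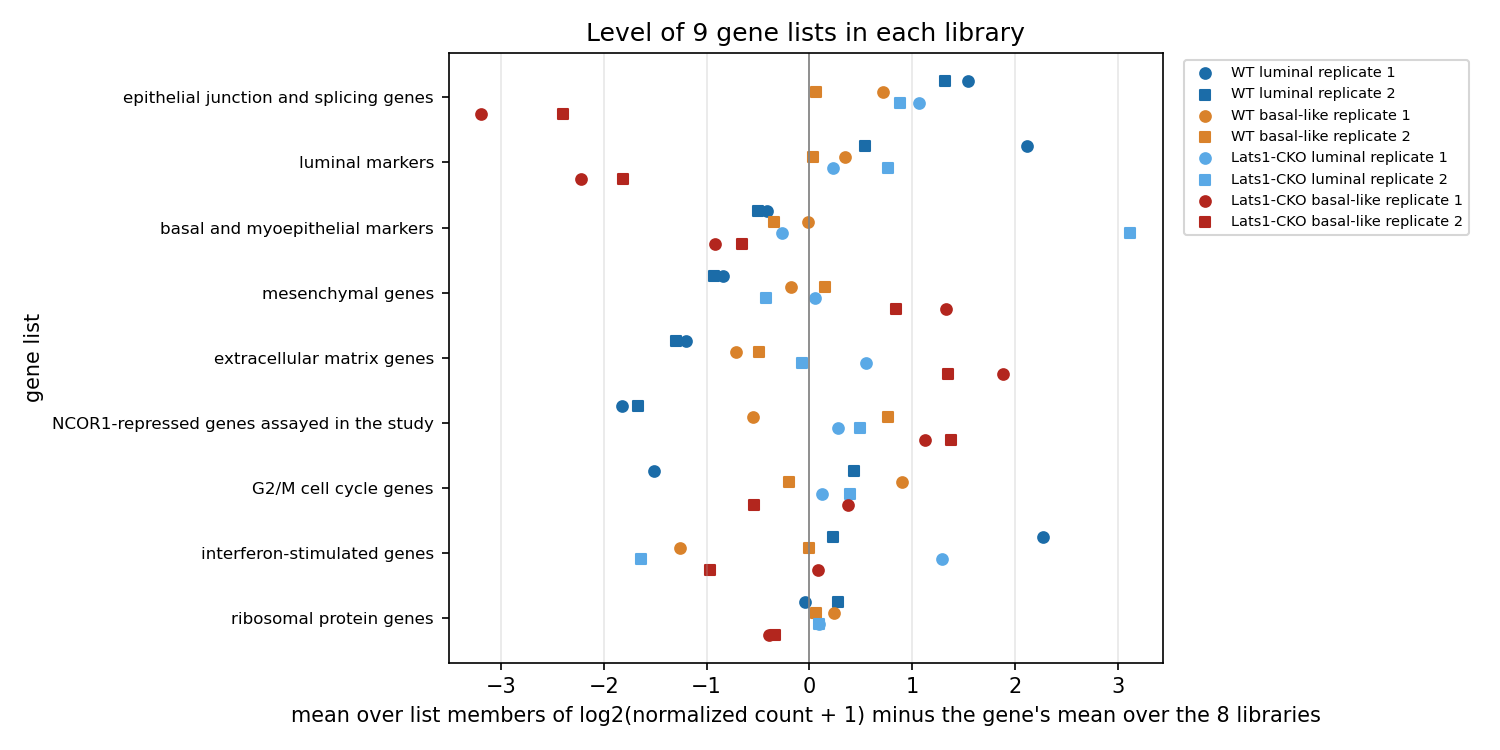
Level of 9 gene lists in each library, as the mean over list members of log2(normalized count + 1) minus the mean of the gene over the 8 libraries, with circles for replicate 1 and squares for replicate 2. Epithelial junction and splicing genes were lowest in the 2 Lats1-CKO basal-like libraries, and basal and myoepithelial markers were highest in Lats1-CKO luminal replicate 2.

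The interaction tested whether the difference between the populations depended on genotype. Limma called 0 of 9031 genes, with 210 at an unadjusted p under 0.05, edgeR called 0, and DESeq2 called 25 with default settings and 21 with those of the study. Without Lats1-CKO luminal replicate 1, limma called 2. The smallest limma adjusted p, 0.0652, was that of Cdh1, whose log2 change from luminal to basal-like was -0.30 ± 0.25 (SE) in WT and -4.16 ± 0.25 in Lats1-CKO cells, a difference of -3.86 ± 0.35. The differences were -4.74 ± 0.51 for Serinc2 and -3.96 ± 0.44 for Pkp3, a desmosomal plakophilin (limma adjusted p = 0.0912 each). For the epithelial junction and splicing genes the difference was negative for 28 of 30 with a median of -3.08, 0 were called over all genes and 17 passed adjusted over the list alone (camera adjusted p = 4.2e-37, and adjusted p = 0.122 with an estimated correlation and 0.0588 by fry).

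**Figure D3:**
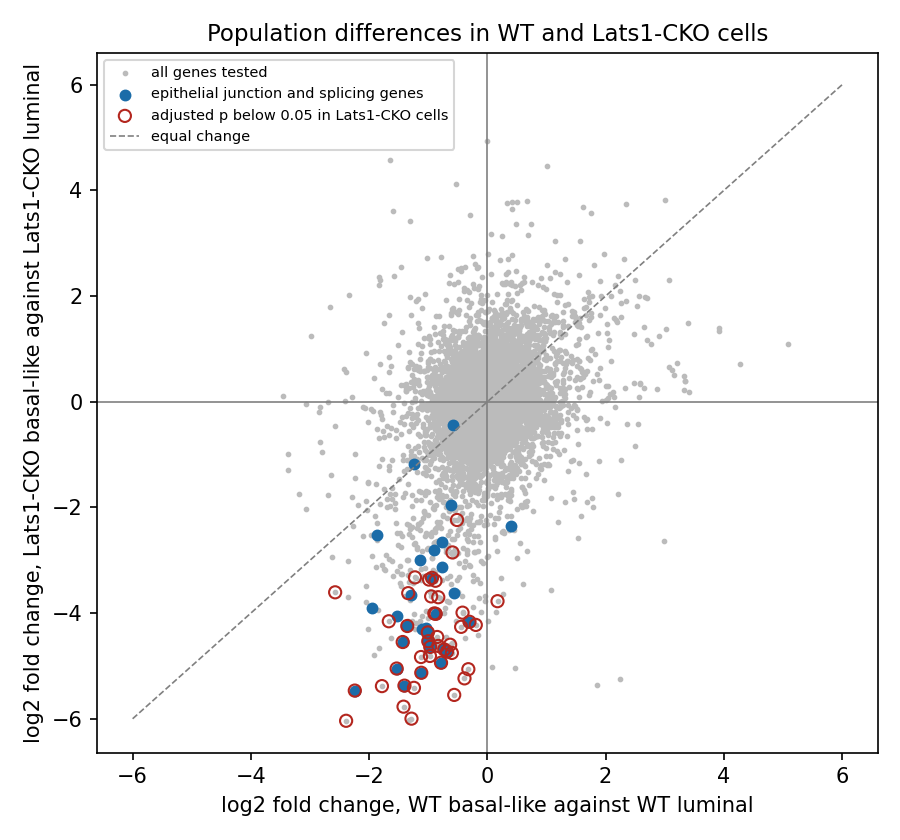
Log2 fold change of basal-like against luminal cells in WT (x axis) and in Lats1-CKO (y axis) for the 9031 genes tested, with epithelial junction and splicing genes in blue and genes called in Lats1-CKO cells ringed in red. The dashed line marks equal change, and the 44 ringed genes lie at negative values on the y axis.

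The population differences in WT and in Lats1-CKO cells, which share no library, had a Pearson's r of 0.337 across 9031 genes, and 58.1% of genes had the same sign. Genes are not independent replicates, and with no real effect the simulated r lay between -0.0413 and 0.0394. The genotype differences in luminal and in basal-like cells, likewise without a shared library, had r = 0.485 and 61.5% of the same sign, against a simulated range of -0.0388 to 0.0421. The simulation drew each gene independently, so its ranges are too narrow for genes that vary together. They do not show how far r can lie from 0 by chance. The groups were drawn independently too, which did not cover what Lats1-CKO libraries of both populations share. There the deviations of the replicates from their group means had r = 0.489 across genes. The first r was 0.139 without WT basal-like replicate 2 and 0.222 without Lats1-CKO basal-like replicate 1, and the second was 0.339 at the lowest, without WT luminal replicate 2. WT basal-like and Lats1-CKO luminal cells, both set against the WT luminal libraries, had r = 0.534, but unchanged groups against the same libraries gave 0.506 (0.476 to 0.528), and r was 0.347 without WT basal-like replicate 2. The covariance was 0.226 against a simulated 0.282. The simulation used 1 spread per gene for all 4 groups. Between the WT populations it gave a median of 421.5 genes with an unadjusted p under 0.05 by limma and a fold change above 1.5. The data gave 133, below the lowest simulated count of 372, so the simulation did not match the WT libraries. With only the WT groups in the model, limma gave 185 genes at an unadjusted p under 0.05. Whether a smaller spread between the WT libraries explains the low count is not settled by these values. The covariance therefore cannot decide whether these groups share a change beyond the shared libraries. The 33 genes that fell in Lats1-CKO basal-like cells against both WT basal-like and Lats1-CKO luminal compare with 0.195 for independent lists and 0.06 in simulation. The simulation changed no gene and so leaves few calls to share. Neither value measures how far shared libraries make calls coincide. Both comparisons share the Lats1-CKO basal-like libraries, and the covariance was 0.702 against a simulated 0.301. The libraries of that group had the lowest r within a group (0.792), which 1 spread per gene does not allow for. This covariance therefore cannot decide either.

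A slope was computed for the Lats1-CKO libraries on a scale where WT luminal lies at -0.5 and WT basal-like at 0.5. No gene was called between the WT populations, so the fixed alternative of 133 genes with an unadjusted p under 0.05 and a fold change above 1.5 was used, and no test was made. By chance alone 452 genes would be expected at that p. A WT library placed on the scale made without it lay on the side of the other population in each case, at 0.196 and 0.364 for WT luminal replicates 1 and 2 and at -0.387 and -0.18 for WT basal-like replicates 1 and 2. With a library left out, 1 WT mean rests on 1 library and the other on 2. This by itself moves an unchanged library toward the population with 2. The simulation below kept 2 libraries per group and does not cover it, so the side is not read as a result. The scale was thus not shown to place WT libraries that had no part in it. Positions on it are therefore given as values only and do not place the Lats1-CKO populations between those of WT. With genes drawn independently, unchanged groups in simulation lay between -0.0945 and 0.0834, a range too narrow for genes that vary together. Lats1-CKO luminal lay at 0.119 ± 0.0268 and Lats1-CKO basal-like at 0.857 ± 0.0953 (SD, n = 2). Each WT library left out moved the value of Lats1-CKO luminal by more than 1.5 times. Part of this movement is built in. Leaving out a WT luminal library by itself tends to raise a position, and leaving out a WT basal-like library tends to lower it. It lay at 0.377 without WT luminal replicate 1, 0.26 without WT luminal replicate 2, -0.0893 without WT basal-like replicate 1 and -0.0366 without WT basal-like replicate 2. Lats1-CKO basal-like lay at 0.892 without WT luminal replicate 1, 0.442 without WT luminal replicate 2, 0.318 without WT basal-like replicate 1 and 0.239 without WT basal-like replicate 2.

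Some lists of other cell types and pathways were too small to test or were not called between groups. Endothelial and immune cell markers had 3 of 12 and 3 of 17 members in the table, and pericyte and vascular smooth muscle markers 3 of 10. These lists, together with hormone-sensing luminal markers (4 tested), milk protein genes (1 tested) and mitochondrial genome genes (none in the table), were too small to test. Between the Lats1-CKO populations, fibroblast markers (median 1.39) and YAP/TAZ target genes (median 0.52) had a camera adjusted p of 0.0598 each. With TMM scaling both were called, at 0.0487, as were fibroblast markers without either WT basal-like library (0.0433 and 0.0422) and YAP/TAZ target genes without Lats1-CKO luminal replicate 1 (0.0137) or Lats1-CKO basal-like replicate 2 (0.0255). With all libraries and an estimated correlation, the adjusted p was 0.374 for the fibroblast markers and 0.366 for the YAP/TAZ target genes. The medians for Lats1-CKO basal-like against WT basal-like were 0.06 for YAP/TAZ target genes, -0.20 for Hippo pathway genes, -0.30 for genes of the NCOR complex and of histone H3K27 and H3K36 enzymes, 0.60 for oestrogen-induced genes, 0.46 for MHC class I genes, -0.07 for glycolysis and hypoxia genes, 0.22 for p53 target genes and 0.00 for immediate-early genes. Basal and myoepithelial markers had a median of -0.20, negative for 7 of 10 (camera adjusted p = 0.402), G2/M genes -0.44 (0.169), S phase genes -0.32 (0.252) and cholesterol and fatty acid synthesis genes -0.21 (0.236). None of these was called with all libraries. The calls that follow, each with a library left out, rest on the preset correlation of 0.01, while the estimated correlation was 0.856 for G2/M and 0.912 for S phase genes. With an estimated correlation and all libraries the adjusted p was 0.85 for each of the 5 lists. Camera called G2/M genes lower without WT luminal replicate 1 (0.0279), WT luminal replicate 2 (0.0286), WT basal-like replicate 2 (0.00299) or Lats1-CKO basal-like replicate 1 (0.00736), and S phase genes lower without WT basal-like replicate 2 (0.00574) or Lats1-CKO basal-like replicate 1 (0.000413). It called cholesterol and fatty acid synthesis genes lower without WT basal-like replicate 1 (0.0386) or Lats1-CKO basal-like replicate 1 (0.0302), MHC class I genes higher without Lats1-CKO basal-like replicate 2 (0.0215) and immediate-early genes higher without Lats1-CKO basal-like replicate 1 (0.0302). Ccn1, a YAP/TAZ target, had 546 ± 127 in WT basal-like and 1938 ± 772 in Lats1-CKO basal-like (SD, n = 2), and Ankrd1, another, had 329 ± 201 and 120 ± 52.2, neither of them called.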

Values the study reported

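The study reported that about 80% of Lats1-CKO luminal cells had taken on a basal-like phenotype in tumors examined 4 weeks after injection into mammary fat pads. It reported that knockdown of Ncor1 for 2 weeks raised the basal-like share of WT cells from about 3% to over 45%. Genes of the MARS-seq data were taken as differential at a fold change above 1.5 with a raw p-value below 0.05.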

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

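The gene lists and the use of camera were fixed before the data were examined, but on an edgeR fit. Camera on the limma scale replaced it once the deposited unit was known. The 3 tests of technical explanations were chosen after the result was seen. Each list below had a population difference that differed between Lats1-CKO and WT cells, by limma's camera on the interaction. The number of such lists was 11, and 2 without WT luminal replicate 1, 5 without WT basal-like replicate 1, and 7 without Lats1-CKO luminal replicate 2 or Lats1-CKO basal-like replicate 1. None was called with an estimated correlation (lowest adjusted p 0.122) or by fry. The result of the NCOR1-repressed genes below is again not taken as independent evidence. The study took such genes in part from those higher in Lats1-CKO cells, and a high value in Lats1-CKO luminal cells lowers this difference.

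For epithelial junction and splicing genes the population difference was lower in Lats1-CKO than in WT cells for 28 of 30 genes (camera adjusted p = 4.2e-37, and adjusted p = 0.122 with an estimated correlation and 0.0588 by fry). The list was lowest in both Lats1-CKO basal-like libraries (levels -3.20 and -2.39), which otherwise stood apart (r = 0.792), with Cxcl12 at 2881 and 12.9 and cartilage genes at 0.0226% and 2.21% of reads. Fibroblasts as most of these cells, sorted as EpCAM-low and CD49f-high and then briefly grown, were weighed with 19 fibroblast genes. Their median was 1.96 (0 and 2.59 in the single libraries), with absent genes as 0. That median is the level of Medag, the lowest measured gene, and so rests on the absent genes. The absent genes, Col1a1 at 5.36 and 10.4 and Dcn at 0 and 12.9 argue against fibroblasts that express them as most of the cells. Other measured genes were higher, with means of 640 for Gsn, 432 for Pdgfrb, 139 for Col3a1 and 117 for Col1a2. A share of fibroblasts therefore stays open. Fibroblast markers were highest in replicate 1 (level 2.67, and 0.44 in replicate 2), with Pdgfrb at 666 and Col3a1 at 238. Cells with intact Lats1, as the study described fibroblasts in Lats1-CKO cultures, are argued against as most of the cells by Lats1 at 27.2% of the WT basal-like mean, and lower depth by a median log2 fold change of -3.50 against WT basal-like after all libraries were thinned to 1070358 reads. A loss of epithelial genes with the loss of Lats1 may be the source, but this was not tested. Cell states that express cartilage or stromal genes and cell lines that differ in more than Lats1 stay open beside it. So does a return of WT basal-like cells toward a luminal profile during growth after the sort. The study described such a return over passages for WT but not for Lats1-CKO basal-like cells.

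G2/M genes differed at 5.6e-06 (19 of 20 genes lower in the difference), and at 0.251 without WT luminal replicate 1, which had Isg15 at 1118 and Mki67 at 14.9. S phase genes differed at 1.0e-04 (17 of 17 lower), and at 0.251 without WT luminal replicate 1, 0.104 without WT basal-like replicate 1 and 0.364 without Lats1-CKO basal-like replicate 2. Interferon-stimulated genes differed at 0.00119 (13 of 13 higher), and at 0.407 without WT luminal replicate 1, 0.104 without WT basal-like replicate 1, 0.569 without Lats1-CKO luminal replicate 2 and 0.152 without Lats1-CKO basal-like replicate 1. Cholesterol and fatty acid synthesis genes differed at 0.00435 (19 of 25 lower), and at 0.251 without WT luminal replicate 1, 0.138 without WT basal-like replicate 2 and 0.237 without Lats1-CKO basal-like replicate 2. Ribosomal protein genes differed at 0.00119 (20 of 20 lower), and at 0.115 without WT luminal replicate 1 and 0.0685 without WT basal-like replicate 1. Luminal markers differed at 0.00119 (11 of 13 lower), and at 0.15 without WT luminal replicate 2.

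Basal and myoepithelial markers differed at 0.00435 (9 of 10 lower), and at 0.0527 without WT luminal replicate 1, 0.0602 without WT basal-like replicate 1, 0.558 without Lats1-CKO luminal replicate 2 and 0.0923 without Lats1-CKO basal-like replicate 1. YAP/TAZ target genes differed at 0.0114 (15 of 21 higher), and without the same libraries, in that order, at 0.115, 0.0554, 0.117 and 0.303. Extracellular matrix genes differed at 0.0215 (15 of 22 higher), and at 0.0879 and 0.113 without WT luminal replicate 1 or 2, 0.0507 and 0.0653 without WT basal-like replicate 1 or 2, 0.229 without Lats1-CKO luminal replicate 2 and 0.403 without Lats1-CKO basal-like replicate 1. The NCOR1-repressed genes differed at 0.0391 (6 of 6 lower), and at 0.202 and 0.0518 without WT luminal replicate 1 or 2, 0.327 without WT basal-like replicate 2, 0.0648 and 0.0519 without Lats1-CKO luminal replicate 1 or 2, and 0.0923 and 0.237 without Lats1-CKO basal-like replicate 1 or 2.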

How the results depend on the processing

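The use of edgeR as an alternative, the pseudocounts of 0.5 and 5, the positions from genes of the authors' deposited table and the correlations with a library left out were chosen after seeing the data, and the other alternatives before. EdgeR had been the main test of the design fixed before the data were examined. The counts of calls in the order of the 5 comparisons were 0, 0, 50, 44 and 0. DESeq2 on the recovered reads gave 4, 30, 184, 142 and 25 with default settings and 1, 27, 170, 138 and 21 with those of the study. At the study's threshold it gave 150, 300, 846 and 661, which was not run for the interaction. EdgeR gave 17 and 32 for the comparisons with calls. With only the groups compared, limma gave 0 and 0 for these, since 2 residual degrees of freedom remain. TMM scaling, no filter (the filter of the study is the same), robust estimation and both pseudocounts kept each count within 1.5 times. With a library left out, the lone sample of its group was assumed to vary like the other groups, and counts ran from 0 to 2 for Lats1-CKO luminal against WT luminal, 0 to 81 for Lats1-CKO basal-like against WT basal-like, 9 to 96 for Lats1-CKO basal-like against Lats1-CKO luminal and 0 to 2 for the interaction. Lists called by camera numbered 9, 10, 6, 6 and 11, with an estimated correlation 0 in each comparison, and with fry 0, 2, 3, 4 and 0. With a library left out these were 6 to 11, 4 to 13, 6 to 9, 6 to 11 and 2 to 14. The correlations ran from 0.139 to 0.356 for the population differences, 0.339 to 0.486 for the genotype differences and 0.347 to 0.723 for WT basal-like with Lats1-CKO luminal. The position of Lats1-CKO luminal was 0.0676 as a median ratio and 0.183 on the genes of the authors' deposited table. With a WT library left out it ran from -0.0893 to 0.377. It was negative without WT basal-like replicate 1 (-0.0893) and without WT basal-like replicate 2 (-0.0366). Leaving out a WT basal-like library by itself tends to lower the position, so the change of sign is not read as a reversal. That of Lats1-CKO basal-like was 0.732, 0.686 and 0.239 to 0.892. Each WT library placed on the scale made without it lay on the side of the other population, a shift that leaving it out brings about in part by itself. Where no cause is given above, the cause was not tested. Of 407 values of called named genes under other settings 337 passed the same test and 70 did not, and of 296 with a library left out 107 did and 189 did not, with none reversed. At this depth a gene at 0 reads in Lats1-CKO basal-like could hold up to 3 reads over the group, a normalized count of 1.97.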

Other observations

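The tests and the lists of cartilage and keratinocyte genes in this part were chosen after the values were seen. Cartilage genes were abundant in Lats1-CKO basal-like replicate 2, where 15 measured genes of that list took 2.21% of reads, against 0.0226% in Lats1-CKO basal-like replicate 1. Col2a1, the main collagen of cartilage (chromosome 15, 97975602 to 98004695, minus strand), stood at 22433 against 95.1, Acan, the proteoglycan aggrecan, at 5422 against 29.5, and Ucma, a secreted cartilage matrix protein, at 2391 against 2.68. S100b, an S100 protein of chondrocytes and glia, stood at 699 against 5.36. Lats1-CKO basal-like replicate 1 held other genes, with Igf2, an insulin-like growth factor, at 3012 against 37.5, Cxcl12, a chemokine of stromal cells, at 2881 against 12.9, Lox, which cross-links collagen, at 1889 against 44.0 and Sfrp1, a secreted Wnt inhibitor, at 1579 against 23.3. In Lats1-CKO luminal replicate 1 Igf2 stood at 270 and Cxcl12 at 248, above Lats1-CKO luminal replicate 2 at 22.2 and 16.1.

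Keratinocyte genes were abundant in Lats1-CKO luminal replicate 2, where 15 measured genes took 1.84% of reads, against 0.219% in replicate 1. Besides Krt5, Krt6a and Krt14, Krt16, a keratin of activated epidermis, stood at 862 against 24.0, Col17a1, a hemidesmosomal collagen, at 698 against 9.60 and Krt15 at 351 against 5.76. The same library held cartilage genes at 0.383% of reads, against 0.0317% in replicate 1. The deviations of the replicates from their group means had r = 0.489 across 9031 genes between the 2 Lats1-CKO populations, and r = -0.12 between the 2 WT populations. No model paired libraries by replicate number. The SEs and calls between the Lats1-CKO populations, and for the interaction, therefore do not take this correlation into account.

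Admixed RNA and carried-over reads were weighed for the keratin and cartilage genes of Lats1-CKO luminal replicate 2. RNA of Lats1-CKO basal-like replicate 2 as the whole source is argued against, because the excess over the other 6 libraries ran from 2.17% (Col10a1) to 196% (Col9a3, at 576 against 298), a 90.5-fold range over 13 cartilage genes, and because Krt5 stood at 24.6 in that library. A partial admixture stays open for the cartilage genes, since 9 of the 13 lay between 8.38% and 20.1%, around a median of 13.5%, and r with that library was 0.868 against 0.863 with replicate 1 of its own group. Reads carried over at an even share across libraries are argued against for the cartilage genes. The median cartilage gene stood at 14.3% of its level in Lats1-CKO basal-like replicate 2, or 17.1 times the 0.837% of the other 6 libraries. A larger share carried over from that library to Lats1-CKO luminal replicate 2 alone was not tested and stays open. A mixed cell state or a difference between cell lines may also contribute, and neither was tested.

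Genes that 1 library dominated had low counts in most other libraries. There were 7 such genes, with at least 2000 reads and 80% of all reads in 1 library (Acan, Col27a1, Col2a1, Cxcl12, Igf2, Krt5 and Krt6a). The median of the other libraries was 0.308% to 0.737% of the dominating value, a 2.39-fold range. For 5 of them another library reached 8.59% to 13.8%. For Acan, Col27a1 and Col2a1, highest in Lats1-CKO basal-like replicate 2, it was Lats1-CKO luminal replicate 2. For Cxcl12 and Igf2, highest in Lats1-CKO basal-like replicate 1, it was Lats1-CKO luminal replicate 1. Reads carried over between barcoded and pooled libraries may account for part of the low counts, though at an even share not for those higher values, and low expression in the other cells could give low counts too. At the median share of 0.548%, 9 of 30 epithelial genes in Lats1-CKO basal-like, among them Cldn3, Rab25, Crb3, Lsr, Prss8 and Bspry, were at or below the level that carry-over would leave, so their falls may be understated.

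Some abundant genes were nearly absent from a library. Gapdh, the glycolytic enzyme, stood at 25.7 in WT luminal replicate 1 and 37.5 in Lats1-CKO basal-like replicate 1, against 1499 to 2577 in the other 6 libraries. Rps2, a ribosomal protein, stood at 159 in Lats1-CKO basal-like replicate 1, against 5287 to 8724 in the other 7.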
